A study of Mus musculus with 12 samples. Its data were reported in "Phosphoinositide 3-Kinase p110 Delta Differentially Restrains and Directs Naïve Versus Effector CD8+ T Cell Transcriptional Programs" (2021).

How the data were processed

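The libraries were from CD8 T cells of female mice, activated for 48 h and then grown in IL-2 (20 ng/mL) and IL-12 (2 ng/mL), with 300 ng of RNA as input. WT CTL expressed the granzyme B Cre, and FOXO1-GFP KO CTL also lost Foxo1. The paper states that DAPI-negative, CD8-positive cells were sorted before RNA extraction, and that FOXO1-GFP KO cells were also selected as GFP-negative. The 12 libraries made 4 groups of 3 replicates, each genotype being given vehicle (DMSO) or IC87114 at 10 µM over 24 h. The authors aligned paired reads with STAR to GRCm38, counted reads per gene on an Ensembl annotation, filtered genes with edgeR filterByExpr, scaled libraries by TMM and divided by summed exon length. The deposited values are FPKM from that procedure, rounded to 2 decimals, for 13283 genes; the table holds 0 further columns of values per sample. Genes removed by the authors' filter could not be tested.

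Gene positions, strands, lengths and GC content came from GENCODE M21, which is on the same assembly (GRCm38) as the authors' later annotation. Of the genes, 13276 were matched to it and 13270 had a GC content. Read depth was recovered from genes up to 400 bp long, whose rounded FPKM must fall on whole reads. As the FPKM were scaled by TMM, this depth is the library size after that scaling, in counted read pairs, not the number sequenced. In genes of 400 to 800 bp that were held out, 98.8 to 99.7% of values came out whole, against 40.0% by chance. On simulated data the largest error of a recovered depth was 0.00681%. Depth per replicate was 25.1, 48.0 and 27.9 M reads (M, 1e6) in WT; 19.0, 15.2 and 15.4 in WT+PI3Kdi; 22.5, 32.8 and 12.9 in FOXO1-GFP KO; and 30.6, 21.1 and 17.7 in FOXO1-GFP KO+PI3Kdi. The deepest library had 3.73 times the reads of the shallowest, and 0 to 28 genes of a library were listed at 0. The sum of FPKM was 304832 to 380132. Counting error was small for the median gene, and the spread between replicates set the precision of most fold changes.

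Differential expression used R 4.3.3 and limma 3.58.1: a fit of 4 group means to log2(FPKM + 0.1) of the 12 libraries, contrasts, and empirical Bayes with a mean-variance trend. An mRNA was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes and a fold change over 1.5, a log2 fold change beyond 0.585 either way. The 5 contrasts were PI3Kdi in WT, PI3Kdi in FOXO1-GFP KO, genotype with PI3Kdi, genotype without PI3Kdi, and the difference of the PI3Kdi responses. The design took voom to be impossible without counts; depth was recovered afterwards, and voom on estimated reads was then tried as an added alternative. On simulated data with 200 of 13283 genes changed by a log2 of 1, the fit without a block recovered 64.5%, the replicate block within genotype 94.5%, the block as fixed terms 92.0%, and voom and the removal of length and GC trends 65.5% each. These fits called 1, 5, 6, 1 and 1 unchanged genes, and 0 in a contrast without change. In the simulated data the libraries of a pair were drawn with a shared effect. Errors were independent between genes, and no length or GC trend was put in. The gain from the block was thus built in, and trend removal had no trend to remove. These shares do not show that the block suits the libraries of the study.

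Replicate numbers in the labels pair vehicle and PI3Kdi libraries; the labels do not say that a pair shares a mouse. Deviations from the group mean correlated at 0.596 to 0.838 between the paired libraries of WT and at 0.594 to 0.780 between those of FOXO1-GFP KO. Across genotypes, libraries of the same number correlated at -0.409 to 0.730 without and -0.315 to 0.508 with PI3Kdi, so the numbers were taken to pair libraries within a genotype only. The replicate block within genotype was a random effect of genotype by replicate number (consensus correlation 0.757).

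Named genes were Foxo1 and the others of 20 fixed in advance from the study's text, with 1 more that is not reported here; for each contrast, up to 3 called genes with the largest rise and up to 3 with the largest fall; and members of gene lists. The genes picked by size had a mean of at least 1 FPKM in one of the groups compared and no overlap between the libraries of the groups, which chance gives for 10% of genes at 3 against 3, and were not predicted gene models. Tbc1d4, Gm38098, Cd74, H2-Ab1, the genes of a stretch of chromosome 3 and hypoxia-inducible genes were named after their values were seen. No fold change was read from a group with at most 3 reads in every library.

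Gene lists were tested with limma camera (inter-gene correlation preset at 0.01) and fry, adjusted over all lists and contrasts. They were FOXO1 targets, inhibitory receptors, cytokines and chemokines, cytolytic effector molecules, glycolysis, cholesterol synthesis, cell cycle, interferon-stimulated genes, AhR targets, immediate early genes, B cells, myeloid cells, CD4 T cells, CD8 T cells, replication-dependent histones and non-polyadenylated small RNAs. FOXO1 targets and inhibitory receptors were picked from the study's text, and AhR targets and histones were prompted by its list of changed genes, so these 4 are not independent of the samples. The table held 6 of 6 FOXO1 targets, 9 of 9 inhibitory receptors, 13 of 17 cytokines and chemokines, 30 of 31 interferon-stimulated genes, 5 of 12 myeloid and 3 of 4 CD4 T cell genes; the 12 cytolytic, 19 glycolysis, 22 cholesterol, 27 cell cycle, 20 immediate early and 9 CD8 T cell genes were all present. A list of erythroid genes (0 in the table) and one of sex-linked genes (Xist alone) were not testable. List medians were compared with 10000 random lists matched on mean expression. List tests with the replicate block took it as fixed terms, which give no genotype comparison, and were adjusted over 48 tests.

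Alternatives were other pseudocounts (1 and 0.01 FPKM), genes with a mean of at least 1 FPKM, libraries rescaled to the same sum, quantile normalization, no trend, only the groups compared, a replicate block shared by all groups or within genotype, other fold change limits (none, or 2), and each library left out in turn. Chosen after the data were seen were voom, the removal of each library's spline trend (4 degrees of freedom) on gene length and GC content, and the block as fixed terms. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.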

Results

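RNA sequencing measured the transcriptomes of mouse cytotoxic T lymphocytes (CTL), which are effector CD8 T cells grown from activated T cells in IL-2 and IL-12. CTL were wild type for FOXO1 (WT) or lacked the transcription factor FOXO1 after deletion of a floxed Foxo1-GFP allele by a Cre recombinase driven from the granzyme B promoter (FOXO1-GFP KO). Each genotype was given vehicle (DMSO, the groups without PI3Kdi) or was cultured for 24 h with 10 µM IC87114, an inhibitor of the PI3K catalytic subunit p110δ (PI3Kdi). The 4 groups held 3 libraries each, 12 in all, and values were given as FPKM for 13283 genes. Depth, the library size after TMM scaling as recovered from the spacing of low FPKM values, was between 12.9 and 48.0 M reads per library (M, 1e6). Its group means were 33.7 M reads in WT, 16.6 in WT+PI3Kdi, 22.7 in FOXO1-GFP KO and 23.1 in FOXO1-GFP KO+PI3Kdi. The median gene had between 282 and 1072 reads in a library, and between 70 and 1430 genes had under 10 reads. All fold changes are on the log2(FPKM + 0.1) scale, which understates the change of low genes.

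Across the 10373 genes with a mean of at least 1 FPKM, the first principal component held 47.7% of the variance. Of that, 78.1% lay between the pairs of vehicle and PI3Kdi libraries of a genotype, 14.3% between genotypes and 4.60% with the inhibitor. Component 2 held 15.4% of the variance, of which 68% followed genotype and 23.9% the inhibitor. Mitochondrial genes took 3.11 to 6.80% of the FPKM of a library, ribosomal protein genes 11.9 to 17.9% and the 10 most abundant genes 12.6 to 14.9%. Within a group, the squared difference between libraries was 5.28 to 64.0 times that of counting noise over 9685 genes.

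Foxo1 mRNA was examined first, since it checks the genotype labels. The gene lies on chromosome 3 from 52268336 to 52353221 (GRCm38, plus strand). Its expression was 9.99, 5.77 and 5.79 FPKM in WT replicates 1 to 3, and 10.46, 5.84 and 7.50 FPKM in WT+PI3Kdi. In FOXO1-GFP KO it was 0.58, 1.08 and 1.44 FPKM, and in FOXO1-GFP KO+PI3Kdi 0.61, 1.06 and 1.75 FPKM. All 6 FOXO1-GFP KO libraries lay under all 6 WT libraries. The mean was 1.03 ± 0.432 FPKM (SD, n = 3) in FOXO1-GFP KO against 7.18 ± 2.43 FPKM (SD, n = 3) in WT, a log2 fold change of -2.71 (adjusted p = 0.0148). With PI3Kdi the log2 fold change between genotypes was -2.76 (adjusted p = 0.00478). PI3Kdi changed Foxo1 by 0.15 in WT and 0.10 in FOXO1-GFP KO CTL, less than the spread between replicates.

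**Figure D1:**
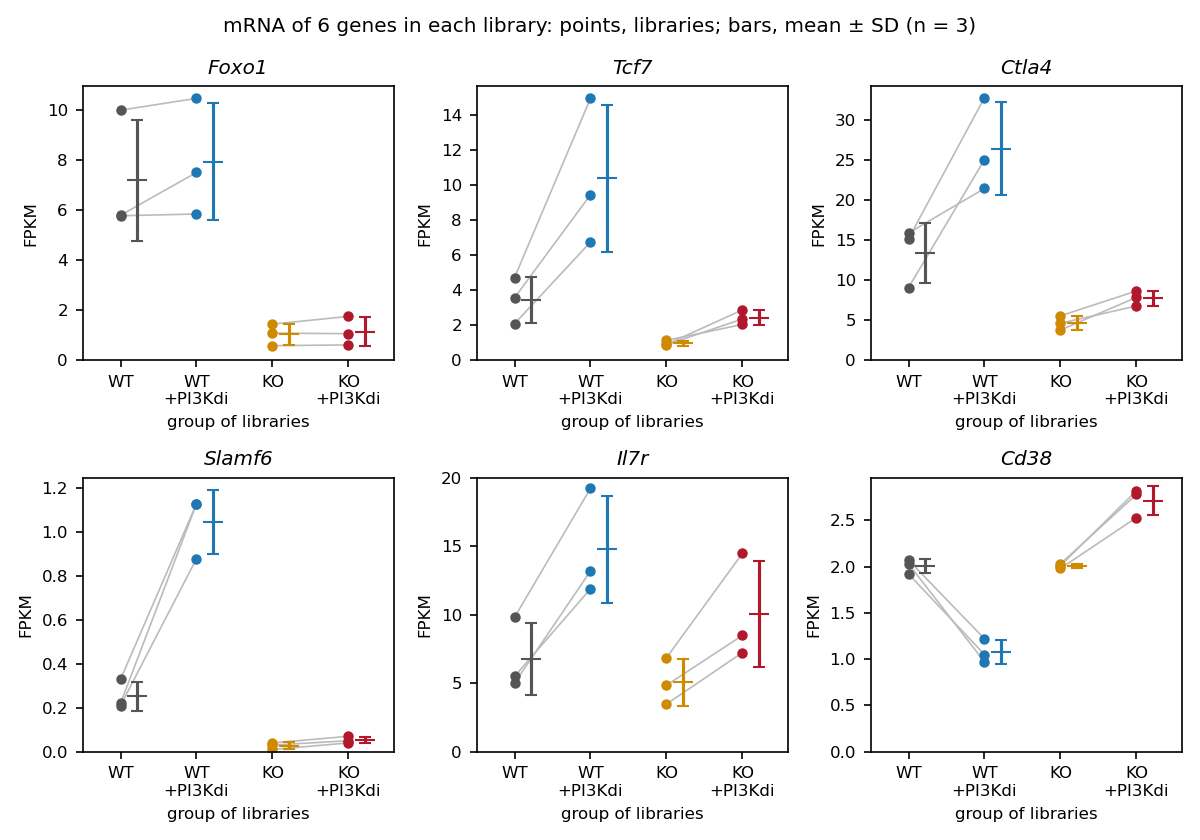
FPKM of Foxo1, Tcf7, Ctla4, Slamf6, Il7r and Cd38 in each of the 12 libraries, by group of libraries. Points are libraries, grey lines join the vehicle and PI3Kdi libraries of a pair, and bars give the mean ± SD (n = 3); Slamf6 reaches 1.13 FPKM in WT+PI3Kdi and at most 0.07 FPKM in the FOXO1-GFP KO libraries.

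To ask which mRNA respond to sustained loss of p110δ activity, CTL with and without PI3Kdi were compared within each genotype. In WT CTL, 13 mRNA passed an adjusted p of 0.05 and a fold change of 1.5, 10 higher and 3 lower with PI3Kdi, while 683 genes had an unadjusted p under 0.05. Libraries of one replicate number deviated together within a genotype, and a fit with the replicate block within genotype called 342 mRNA, 203 higher and 139 lower. All 13 mRNA were among these 342. The count was highest, at 356, with voom on estimated reads and the replicate block within genotype. In FOXO1-GFP KO CTL, 6 mRNA were called, all higher with PI3Kdi, and 687 had an unadjusted p under 0.05. The block raised this to 370 mRNA, 242 higher and 128 lower, which included the 6. Without the block, 3 mRNA were called higher in both genotypes and 0 lower. These numbers were 76 and 37 with the replicate block, and 0 were opposite.

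The largest rises in WT CTL under the rule for named genes, without the block, were those of Slamf6, Prss12 and Prnp. With the replicate block within genotype they were those of Cd7, Slamf6 and Prss12, and the largest falls those of Gipr, Ccl3 and Zfp683. Slamf6 (chromosome 1, 171917515 to 171953170), which encodes an inhibitory receptor, rose from 0.253 ± 0.0666 to 1.05 ± 0.144 FPKM (SD, n = 3), a log2 fold change of 1.71 (adjusted p = 0.00671). Prss12 (chromosome 3, 123446913 to 123506597) rose from 0.367 ± 0.104 to 1.36 ± 0.272 FPKM, by 1.65 (adjusted p = 0.015). Prnp (chromosome 2, 131909928 to 131938429) rose from 18.2 ± 0.591 to 42.6 ± 4.83 FPKM, by 1.22 (adjusted p = 0.00154). The 3 mRNA called lower without the block were Spp1, Mycn and Cd38, each with an adjusted p of 0.0405. Spp1 (chromosome 5, 104435118 to 104441050) went from 620.7 ± 94.7 to 321 ± 37.4 FPKM, a log2 fold change of -0.95. Mycn (chromosome 12, 12936093 to 12941914) and Cd38 (chromosome 5, 43868553 to 43912375) both changed by -0.84. In FOXO1-GFP KO CTL the largest rises were those of Kit (1.43, adjusted p = 0.0356; chromosome 5, 75574916 to 75656722), Cables1 (1.41, adjusted p = 0.0356; chromosome 18, 11839220 to 11945630) and Tnfrsf26 (0.99, adjusted p = 0.0286; chromosome 7, 143607659 to 143628722). Tnfrsf26 rose by 1.04 in WT CTL (adjusted p = 0.0103). It belongs to a family of near-identical receptors, so its level is uncertain. With the block the largest rises in FOXO1-GFP KO CTL were those of Ahrr, Kit and Cables1, and the largest falls those of Ccl12, Slc16a10 and Ptgdr2.

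Of 20 genes fixed in advance, 1 (Slamf6) was called in WT CTL over all genes, and 10 were called when adjusted over the list alone. These were Il7r, S1pr1, Tcf7, Klf2, Ctla4, Slamf6 and Lag3, which rose, and Ifng, Ccl3 and Ccl4, which fell. The fit with the replicate block within genotype called 11 over all genes, these 10 and Ccr7. In FOXO1-GFP KO CTL, 0 of the 20 were called over all genes, 10 had an unadjusted p under 0.05, and 6 were called when adjusted over the list alone. With the block, 8 were called over all genes in FOXO1-GFP KO CTL: Il7r, S1pr1, Tcf7, Klf2, Ctla4, Ifng, Ccl3 and Ccl4. Tcf7 (chromosome 11, 52252371 to 52283014) changed by 1.56 in WT (adjusted p = 0.129, and 0.000176 with the replicate block) and by 1.23 in FOXO1-GFP KO CTL (adjusted p = 0.471, and 0.00108 with the block). Ctla4 (chromosome 1, 60887000 to 60915832) changed by 1.0 in WT and 0.74 in FOXO1-GFP KO CTL. Ifng changed by -0.97 in WT and -0.65 in FOXO1-GFP KO CTL, Ccl3 by -1.31 and -0.83, and Ccl4 by -1.15 and -0.80. These genes were picked from the study of the same samples, so the count over the list alone is not independent evidence. Pdcd1, Havcr2, Tnfrsf9, Icos, Gzmb, Prf1, Hif1a and Klf7 were not called with PI3Kdi in either genotype, with or without the block.

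Whether the response to PI3Kdi depended on FOXO1 was tested directly as the difference of the responses in FOXO1-GFP KO and WT CTL. No mRNA was called (0 genes, with 200 at an unadjusted p under 0.05), and the smallest adjusted p was 0.294. The 200 are fewer than chance alone gives at that p. Without the block, the spread between pairs stays in the error of a difference taken within pairs. The 0 is thus weak evidence that the responses were alike. The replicate block within genotype gave 1435 genes with an unadjusted p under 0.05. It gave 3 called mRNA, 1 with a higher and 2 with a lower response in FOXO1-GFP KO CTL. These were Cd38 (difference 1.26, adjusted p = 0.00105 with the block), Slamf6 (-1.43, adjusted p = 0.00813) and Tbc1d4 (-1.47, adjusted p = 0.0272; chromosome 14, 101442360 to 101609191). Removing length and GC trends with the replicate block moved this count most, to 7. Slamf6 changed by 0.28 in FOXO1-GFP KO CTL, where its libraries held 1 to 23 reads and lay at 0.01 to 0.07 FPKM, under the pseudocount, which shrinks such a change. Tbc1d4 was named after its values were seen. Across the 10373 genes, the responses in the 2 genotypes had a Pearson correlation of 0.438, a description over genes, which are not independent replicates.

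The genotypes were then compared with each other. FOXO1-GFP KO cells had been sorted with a GFP-negative gate that was not applied to WT cells, so gate and genotype cannot be separated. With PI3Kdi, 193 mRNA were called, 58 higher and 135 lower in FOXO1-GFP KO than in WT CTL. The count was 157 (51 higher, 106 lower) with the replicate block within genotype, of which 138 were among the 193. A block on the replicate number shared by all groups moved the count most, to 438. The largest falls under the rule were those of Igkc, Slamf6 and Foxo1. Slamf6 was at 0.0533 ± 0.0153 FPKM (SD, n = 3) in FOXO1-GFP KO+PI3Kdi, a log2 fold change of -2.90 against WT+PI3Kdi (adjusted p = 7.68e-05). Igkc (chromosome 6, 70726435 to 70726966) stood at 1.38, 2.84 and 2.20 FPKM in WT+PI3Kdi and was listed at 0 in the FOXO1-GFP KO+PI3Kdi libraries. The largest rises were those of Fcgrt (2.09, adjusted p = 0.00262; chromosome 7, 45092990 to 45103851), Fcrl6 (1.96, adjusted p = 0.000831; chromosome 1, 172596642 to 172602551) and Bmerb1 (1.84, adjusted p = 0.00232; chromosome 16, 13986604 to 14101500). Of the 20 fixed genes, 4 were called over all genes and 8 when adjusted over the list alone. The 4 were Foxo1, Slamf6, Tcf7 (-1.99, adjusted p = 0.00905) and Ctla4 (-1.74, adjusted p = 0.00295). S1pr1 (-1.22, adjusted p = 0.0659) and Klf2 (-1.40, adjusted p = 0.0659) passed over the list alone, as did Lag3 and Icos. Hif1a, at 27.5 ± 8.21 against 53.8 ± 27.7 FPKM (SD, n = 3), differed by less than the spread allowed (-0.89, adjusted p = 0.55).

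Without PI3Kdi, 44 mRNA were called between genotypes, 9 higher and 35 lower in FOXO1-GFP KO CTL, and 31 (5 higher, 26 lower) with the replicate block within genotype. The largest falls under the rule were those of Foxo1, Ak4 (-2.21, adjusted p = 0.0414; chromosome 4, 101419277 to 101466995) and Tnfrsf23 (-2.20, adjusted p = 0.00773; chromosome 7, 143665809 to 143685872), which has near-identical relatives. The largest rises were those of Bmerb1 (1.42, adjusted p = 0.022, and 0.0507 with the replicate block), Tyw3 (1.13, adjusted p = 0.019; chromosome 3, 154576431 to 154597104) and Fcrl6 (1.11, adjusted p = 0.0383, and 0.197 with the block). Tyw3 overlaps its neighbour Cryz, so reads of the pair can be split between them. Of the 20 fixed genes, 3 were called over all genes (Foxo1, Slamf6 and Ctla4) and 6 when adjusted over the list alone. Ctla4 changed by -1.48 (adjusted p = 0.0193, and 0.116 with the replicate block), and Slamf6 by -1.47 (adjusted p = 0.00773). Both genotype comparisons called 9 mRNA higher, 32 lower and 0 in opposite directions, or 5, 23 and 0 with the replicate block. Ighm (chromosome 12, 113418558 to 113422730) was among the 32, at 2.83 ± 0.761 against 8.67 ± 1.46 FPKM (SD, n = 3) without PI3Kdi.

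To relate the PI3Kdi response to FOXO1, the 10 mRNA induced by PI3Kdi in WT CTL were looked up among the 135 that were lower in FOXO1-GFP KO than in WT CTL with PI3Kdi. All 10 were among them, against 0.102 by chance for lists of these sizes. Both comparisons use the WT+PI3Kdi libraries, so overlap arises without any effect of genotype. In 100 simulations in which FOXO1-GFP KO CTL responded as WT CTL do, the overlap averaged 0.460, reached 20, and was as large as the observed one in 2; these simulations had 54.4 induced mRNA on average. With the replicate block within genotype, 41 of 203 induced mRNA were lower in FOXO1-GFP KO CTL, against a simulated mean of 1 and a highest of 37. The number of induced mRNA whose difference of responses was also called was 0, and 2 with the replicate block. Removing length and GC trends with the replicate block moved the overlap most, to 59. The same 10 mRNA rose in FOXO1-GFP KO CTL too: 10 of 10 had a positive fold change, with a median of 0.74 against 1.16 in WT. That median lay above all 10000 random lists matched on expression, whose middle range was -0.15 to 0.14. Of the 203 mRNA induced with the replicate block, 191 (94.1%) rose in FOXO1-GFP KO CTL, with a median of 0.53 against 0.79 in WT. The median was lowest, at 0.37, with a pseudocount of 1 FPKM. These lists were chosen on the WT libraries, which raises their medians in WT. A lower median in FOXO1-GFP KO CTL thus arises with equal responses too, and is not evidence of a dependence on FOXO1.

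**Figure D2:**
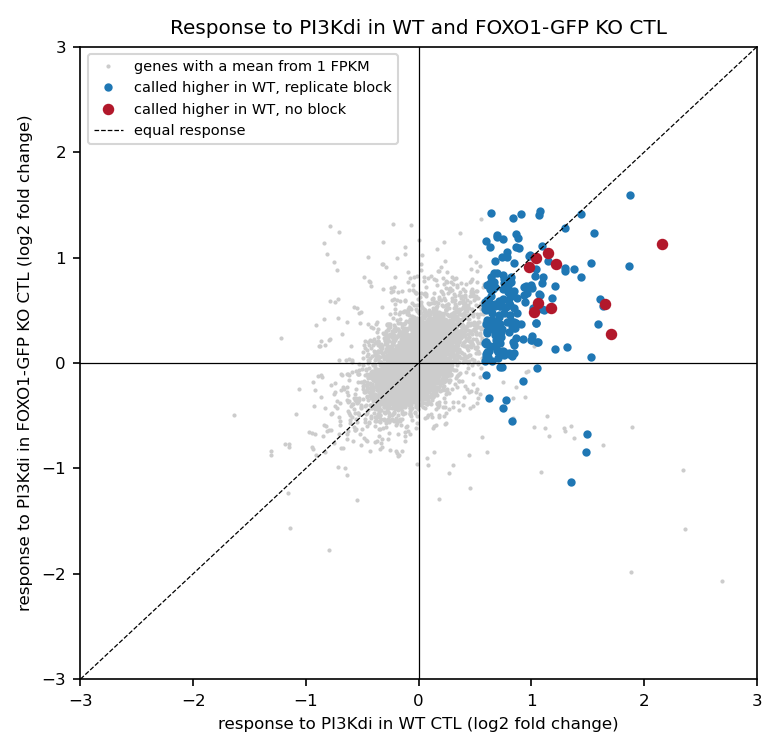
Response to PI3Kdi (log2 fold change) of each gene in WT CTL on the horizontal axis and in FOXO1-GFP KO CTL on the vertical axis. Grey points are the 10373 genes with a mean from 1 FPKM, blue points the 203 mRNA called higher in WT CTL with the replicate block, some of them under 1 FPKM, and red points the 10 called without the block; the dashed line marks equal responses, and 191 of the 203 lie above 0 on the vertical axis.

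Gene lists were tested with camera in the 5 contrasts. Of 80 tests of 16 lists, 38 passed an adjusted p of 0.05. Of these, 10 held under fry, and 5 with the inter-gene correlation estimated, which moved the count most. The 10 were the FOXO1 target list in the 4 contrasts other than the difference of responses, inhibitory receptors with PI3Kdi in WT and in both genotype comparisons, aryl hydrocarbon receptor (AhR) targets in FOXO1-GFP KO CTL, and B cell genes in both genotype comparisons. The 5 were the FOXO1 targets with PI3Kdi in each genotype and between genotypes with PI3Kdi, and the B cell genes in both genotype comparisons. The 6 FOXO1 targets had a median log2 fold change of 1.13 with PI3Kdi in WT and 0.88 in FOXO1-GFP KO CTL. Between genotypes it was -0.90 with PI3Kdi and -0.52 without. For the difference of responses it was -0.31, with a camera adjusted p of 0.00549 and a fry adjusted p of 0.238, or 0.0253 with the replicate block. Here and below, list tests with the replicate block took it as fixed terms and were adjusted over 48 tests. The 9 inhibitory receptors had medians of 0.40 in WT and 0.47 in FOXO1-GFP KO CTL with PI3Kdi, and of -0.62 and -0.43 between genotypes with and without it. Their difference of responses, -0.07, was called by camera without the replicate block (adjusted p = 0.0395) and not with it (0.334).

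The remaining lists gave calls mostly under camera alone. The 22 genes of cholesterol synthesis had medians of -0.41 and -0.35 with PI3Kdi in WT and FOXO1-GFP KO CTL, and of -0.48 in both genotype comparisons. Under fry with the replicate block, their responses to PI3Kdi passed in WT (adjusted p = 0.0113) and in FOXO1-GFP KO CTL (0.0163). The 19 glycolysis genes had medians of -0.15, -0.19, -0.32 and -0.25 in the same order of contrasts. The 5 AhR targets in the table, of 9 listed, rose by a median of 0.63 in WT (fry adjusted p = 0.057, and 0.0163 with the replicate block) and 0.68 in FOXO1-GFP KO CTL. The 36 replication-dependent histone genes had medians of 0.61 and -0.23 with PI3Kdi in WT and FOXO1-GFP KO CTL, and the difference of responses was -0.88, called by camera and not by fry (adjusted p = 0.492). B cell genes, 4 in the table of 12 listed, had medians of -2.12 with PI3Kdi and -1.54 without it between genotypes, or -1.43 without PI3Kdi with Igkc set at its bound of 3 reads. With PI3Kdi their median was 0.60 in WT and -0.02 in FOXO1-GFP KO CTL, or 0.25 with Igkc at that bound; the rise in WT passed fry with the replicate block (adjusted p = 0.0352). The 13 cytokine and chemokine genes had medians of -0.22 in WT and -0.28 in FOXO1-GFP KO CTL with PI3Kdi, not called, and a difference of responses of 0.29, called by camera. Cytolytic effector molecules had medians of 0.00 in WT and 0.21 in FOXO1-GFP KO CTL, the latter called by camera. The difference of responses was also called by camera and not by fry for cell cycle genes (-0.13, camera adjusted p = 0.000154, fry 0.546) and B cell genes (-0.58, camera adjusted p = 0.00149, fry 0.239). For the 27 cell cycle genes the medians with PI3Kdi in WT and FOXO1-GFP KO CTL were -0.00 and -0.09, the latter called by camera, and for the 30 interferon-stimulated genes 0.02 and 0.28, both called by camera and the second also passing fry with the replicate block (adjusted p = 0.0449). Immediate early genes (-0.25 and -0.18), myeloid genes (0.03 and -0.33), CD4 T cell genes (-0.05 and -0.13) and non-polyadenylated small RNAs (-0.14 and -0.28) were not called with PI3Kdi in either genotype. CD8 T cell genes had medians of 0.12 and 0.25, the latter called by camera and by fry with the replicate block (adjusted p = 0.0189). Camera with the replicate block also called CD8 T cell genes in WT (adjusted p = 0.0174), and the differences of responses of CD8 T cell genes (0.14, adjusted p = 0.00667) and interferon-stimulated genes (0.14, adjusted p = 0.00597).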

Values the study reported

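The study reported that 24 h of PI3K p110δ inhibition in WT CTL raised the abundance of 254 mRNA and lowered that of 96 mRNA.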

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

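Of the tests in this part, those of expression near the floor and of chance signs were chosen after the results were seen; the split test was chosen before, and the removal of length and GC trends after the data, but before its own result, were seen. The difference of the PI3Kdi responses passed its own test for 3 mRNA with the replicate block within genotype, and for 0 without it. At an unadjusted p under 0.05 there were 1435 genes with the block and 200 without. The difference was 1.255 for Cd38, -1.428 for Slamf6 and -1.474 for Tbc1d4. Cd38 fell in WT (2.01 to 1.08 FPKM) and rose in FOXO1-GFP KO CTL (2.01 to 2.71 FPKM); Slamf6 and Tbc1d4 rose in WT (Tbc1d4 by 1.53, adjusted p = 0.0916, and 0.00013 with the replicate block) and changed by 0.28 and 0.06 in FOXO1-GFP KO CTL. Over all alternatives the adjusted p ranged from 0.000667 to 1 for Cd38, 0.00805 to 1 for Slamf6 and 0.00979 to 1 for Tbc1d4. Cd38 was called with the replicate block as fixed terms (adjusted p = 0.049) and Slamf6 and Tbc1d4 were not (0.128 each). With one library left out at a time the difference kept its sign, at 1.19 to 1.34, -1.58 to -1.34 and -1.78 to -1.20.

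Length or GC content bias is argued against, since 3 of these 3 mRNA stayed called with the trends removed and the replicate block kept. Expression near the floor in FOXO1-GFP KO CTL is argued against for Cd38, which had 99 to 336 reads there. Tbc1d4 had 7 to 35 reads at 0.07 to 0.14 FPKM, near the pseudocount of 0.1 FPKM. Its difference did not shrink with voom on estimated reads and the replicate block (-1.83), which argues against the pseudocount as its cause, but it was not called there. Slamf6 had 1 to 23 reads at 0.01 to 0.07 FPKM, all under the pseudocount, and its mean in FOXO1-GFP KO CTL went from 0.0267 to 0.0533 FPKM. With voom and the replicate block its difference was -1.09 and was not called, so an effect of FOXO1 on the Slamf6 response cannot be told apart from one of the floor; the reads are too few. In the splits of the 6 pairs into 3 and 3, all 10 of the 10 splits gave as many called mRNA without the block, where the count was 0; with the replicate block the real split gave 3 and the highest other 1. With 10 splits this cannot be told apart from a chance division of the pairs. Strain variants linked to genotype stay open and were not tested for these genes. A dependence of the Cd38 response on FOXO1 stays a hypothesis.

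Hif1a, Bmerb1 and Ighm changed in opposite directions in every pair of the 2 genotypes. The difference of responses was -0.4459 for Hif1a, 0.4216 for Bmerb1 and -0.7818 for Ighm, and its test did not pass (adjusted p = 1 for each, and 0.543, 0.415 and 0.0966 with the replicate block). The pair changes were 0.14, 0.35 and 0.19 in WT against -0.11, -0.43 and -0.12 in FOXO1-GFP KO CTL for Hif1a; -0.08, -0.18 and -0.81 against 0.05, 0.09 and 0.06 for Bmerb1; and 0.45, 0.33 and 0.74 against -0.49, -0.11 and -0.23 for Ighm. Over alternatives the adjusted p ranged from 0.175 to 1, 0.326 to 1 and 0.0537 to 1. The size of the difference depended on single libraries. Leaving one out at a time gave -0.877 to -0.058 for Hif1a, 0.230 to 0.663 for Bmerb1 and -1.009 to -0.558 for Ighm. Among 45 genes examined, fewer than the 48 named genes, 3 opposite ones compare with 1.41 expected, and 16.6% of draws gave as many. Cd38, which also fell in WT and rose in FOXO1-GFP KO CTL, is not among the 3. The share of draws with Cd38 counted was not worked out. Chance signs of the pairs are thus a candidate explanation for Hif1a, Bmerb1 and Ighm only. Among the 10373 genes from 1 FPKM, 3.19% were opposite in every pair. No biological explanation was tested.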

How the results depend on the processing

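The alternatives were chosen before the data were examined, except voom, the removal of length and GC trends, the block as fixed terms, and the lists with a library left out. The cause of a change was not tested unless given. The replicate block within genotype gave 342 mRNA with PI3Kdi in WT, 370 in FOXO1-GFP KO, 3 for the difference of responses and 41 in the overlap. As fixed terms the block gave 254 (167 higher, 87 lower), 328 (221 and 107) and 3, all higher; it gives no value for the genotype comparisons or the overlap. With voom the counts were 22 in WT and 17 in the overlap; with voom and the replicate block, 356 (246 higher, 110 lower), 447 (285 of them higher), 6 for the difference and 48 in the overlap. Length and GC trends removed gave 37 in WT (32 higher, 5 lower), 13 in FOXO1-GFP KO (12 and 1), 73 without PI3Kdi (23 and 50) and 23 in the overlap. Adding the replicate block, they gave 336 (217 and 119), 375 (225 and 150), 7 for the difference (1 and 6) and 59.

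A replicate block shared by all groups gave 77 (62 higher, 15 lower) in WT, 63 (55 and 8) in FOXO1-GFP KO, 438 (145 and 293) between genotypes with PI3Kdi, 165 (36 and 129) without, and 38 in the overlap; it assumes a pairing across genotypes that the correlations do not show throughout. Only the groups compared in the fit gave 0 in WT (681 at an unadjusted p under 0.05), 0 in FOXO1-GFP KO (676), 94 with PI3Kdi, 0 without (786) and an overlap of 0, and no value for the difference of responses. The same sum of FPKM gave 5 in WT, 0 in FOXO1-GFP KO (638 unadjusted) and an overlap of 4. Genes with a mean of at least 1 FPKM gave 111 with PI3Kdi and an overlap of 6. A fold change over 2 left 3 in FOXO1-GFP KO and 123 with PI3Kdi. Quantile normalization changed the division in FOXO1-GFP KO to 4 higher and 1 lower. No scaling tried moved the median of all genes by more than 0.1 (the furthest from 0 was -0.081). Of 80 gene list tests, fry called 10 and camera with the inter-gene correlation estimated 5.

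With single libraries left out, the count in WT was 1 to 10 (1 without WT replicate 2 or WT+PI3Kdi replicate 1, 2 without WT or WT+PI3Kdi replicate 3, 8 without FOXO1-GFP KO replicate 2 or FOXO1-GFP KO+PI3Kdi replicate 1 or 2). In FOXO1-GFP KO it was 0 to 4: 0 without WT replicate 3 (661 unadjusted), without FOXO1-GFP KO replicate 1, 2 or 3 (466, 463 and 1151) or without FOXO1-GFP KO+PI3Kdi replicate 2 or 3 (588 and 422); 1 without WT+PI3Kdi replicate 2 or 3; and 2 without WT replicate 2 or FOXO1-GFP KO+PI3Kdi replicate 1. With PI3Kdi the genotypes differed in 111 to 196 mRNA, with 111 and 124 without FOXO1-GFP KO+PI3Kdi replicates 3 and 2 and 117 without WT+PI3Kdi replicate 3. Without PI3Kdi the range was 8 to 41: 14, 8 and 20 without FOXO1-GFP KO replicates 1 to 3, and 15 and 16 without WT replicates 1 and 2. The difference of responses stayed at 0 (152 to 337 unadjusted). The overlap was 1 to 9: 1 without WT replicate 2 or WT+PI3Kdi replicate 1 or 3, 2 without WT replicate 3, and 6 without FOXO1-GFP KO+PI3Kdi replicate 1. The median response of the induced mRNA was 0.53 to 0.94, and gene lists called were 33 to 44. Foxo1 with PI3Kdi changed sign: in WT it was -0.067 without WT+PI3Kdi replicate 1 (up to 0.41), in FOXO1-GFP KO -0.23 without replicate 1 and -0.24 without FOXO1-GFP KO+PI3Kdi replicate 3 (up to 0.45). Among named genes and lists, 0 other results reversed outside these fits, and the replicate block within genotype changed no call of a gene, in a contrast where its value is printed, other than those given.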

Other observations

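The tests of strain variants in blocks, of shared libraries, of depth, of splits, and of length and GC content for PI3Kdi and the AhR targets were chosen before the results they measure were seen; the others here were chosen afterwards. The removal of length and GC trends was itself added after the data were seen, but before its results were.

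The number of mRNA called higher with PI3Kdi in WT CTL was 10 without a block. This is far lower than the number the study gave. The number called lower was 3. This too is far lower than what the study gave. The counts depend on the fit: they were 203 higher and 139 lower with the replicate block within genotype, 167 and 87 with it as fixed terms, and 246 and 110 with voom and the replicate block. These come much closer to the numbers of the study.

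The first component separated pairs more than groups. Its loadings had a Spearman correlation of -0.51 with gene length. Along it, 50.4% of the variance between pairs was left with length and GC trends removed, and 12.4% of its variance followed log2 depth. Neither thus accounts for all of it, but a part due to either cannot be told apart with 6 pairs. Mice, cultures and library batches stay open, since the labels give none of them. With the replicate block, 233 of the 342 mRNA changed in WT stayed called with every library thinned to the lowest depth (308 called), and 307 with length and GC trends removed. That argues against depth and against such trends as the whole cause.

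In 1 of the 10 splits of the 6 libraries, the real one, there were as many called mRNA for PI3Kdi in WT, and the same held in 1 of 10 for PI3Kdi in FOXO1-GFP KO and in 1 of 10 for each genotype comparison. Of the other splits of the PI3Kdi results, those that part as many pairs as the real one also gave 0, or at most 1 with the replicate block; the other 6 splits keep some pairs together. Between genotypes the other splits gave 0, and at most 3 with the block. With 10 splits the share is never under 0.1, so the splits alone settle nothing. For PI3Kdi the separate FOXO1-GFP KO libraries argue against a chance division: with the replicate block, 76 mRNA were higher and 37 lower in both genotypes and 0 opposite, and 191 of the 203 mRNA induced in WT rose in FOXO1-GFP KO. The genotype comparisons have no such separate libraries, and a chance division cannot be told apart there. The overlap was as large in 2 of 100 simulations of shared libraries alone, and in 0 of 100 with the replicate block, which argues against these as its whole cause. The simulations are not a close copy of the data, since they gave 54.4 induced mRNA on average against 10 observed, and 319 against 203 with the block. Across genes, the correlation of the response in WT with the difference of WT from FOXO1-GFP KO under PI3Kdi was 0.322, which 11 of the 100 simulations reached (mean 0.116, highest 0.455), so that correlation does not count against shared libraries.

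Without the block and with Foxo1 left out, 40 mRNA were called the same way in both genotype comparisons. Of these, 36 lay on other chromosomes, which argues against variants carried with the locus for the 36. For the 4 on chromosome 3 such variants cannot be told apart from other causes: 10.1% of random lists had as many there (mean 1.78), and 1 of the 4 lay within 20 Mb of Foxo1. A neighbour on the list within 1 Mb was found for 9, against a mean of 2.64 in random lists. The 9 include H2-Q6 beside H2-Q7 and Tnfrsf23 beside Tnfrsf26, related genes that can share reads or regulation. Slamf6 and Fcrl6, also neighbours, moved in opposite directions. Strain variants elsewhere are a candidate explanation for some, but random lists matched on expression cannot tell them apart from such pairs. Also among the 9 are Rabggtb, Acadm and Tyw3 in a stretch of chromosome 3 from 153907287 to 155093403 (1.19 Mb, 102 Mb from Foxo1). Its 6 expressed genes were higher in FOXO1-GFP KO CTL by 0.86 to 1.16, while 10 genes beside it shifted by -0.13 to 0.20. Of 1000 random gene orders, 0 gave such a run, and with length and GC trends removed the median was 1.09. The smallest shift in a run was at most 0.524 in random orders, against 0.862 here. Runs of Trav genes on chromosome 14 (0.738) and Ifi genes on chromosome 1 (0.527), both lower in FOXO1-GFP KO CTL, passed that too. Random orders break up neighbours that share reads or regulation, so they argue against a chance order only. The genes of the stretch not called in both comparisons had a median of 1.01. The stretch was named after its values were seen, and Cryz overlaps Tyw3, so this median is not a separate test. A copy number difference of the stretch stays open, since DNA was not measured. Gm24494 lies inside Rabggtb and shares its reads.

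Ighm was lower in FOXO1-GFP KO CTL. B cells that hold MHC class II are argued against as its whole cause: Cd74, H2-Aa, H2-Ab1 and H2-Eb1, which they hold in abundance, had a median fall in FPKM of -0.739% of the fall of Ighm with PI3Kdi and of 1.77% without. Between any 2 libraries the largest fall of these 4 was 2.88 and 3.21 FPKM, under the smallest of Ighm (7.90 and 3.90 FPKM). In the direction that B cells give were H2-Ab1 (-0.63 with and -0.65 without PI3Kdi) and the other 3 genes of the B cell list, Jchain (-1.87 and -1.49), Cd79b (-0.28 and -0.51) and Igkc (listed at 0 in FOXO1-GFP KO+PI3Kdi), so a small share of B cells stays open. Antibody-secreting cells, which hold little class II, cannot be told apart from another source of Ighm RNA: Igkc was 17.4% of Ighm with PI3Kdi, and no limit for it was set in advance. The study sorted CD8-positive cells before RNA extraction, which limits either kind of cell, but what remained after the sort was not measured here. AhR targets rose by a median of 0.68 in FOXO1-GFP KO CTL, which argues against a response that needs FOXO1; in WT the median was 0.72 with length and GC trends removed. An effect of the compound on that receptor was not tested.

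Ak4, Bnip3, Egln3, P4ha2, Plod2 and Slc16a3, which hypoxia induces, were lower in FOXO1-GFP KO CTL in both comparisons, with a median of -1.70, or -1.67 with length and GC trends removed. P4ha2 was not called with the replicate block (adjusted p = 0.109 with and 0.188 without PI3Kdi). A list of 30 other hypoxia-inducible genes, written after these calls, had 28 in the table, with a median shift of -0.37 and 21 lower. Their mean log2 expression, less its mean over pairs, in the 3 FOXO1-GFP KO pairs (-0.30 to -0.09) lay under that in the 3 WT pairs (0.04 to 0.27), which chance gives in 10% of cases. A lower hypoxia response as a whole is thus a candidate explanation. The labels give the same plating density for all libraries; oxygen and density at harvest were not analysed here, and each pair has 1 genotype, so culture and genotype stay open.

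Gm38098, a pseudogene 72.2 kb past the end of Foxo1, had 0 to 2 reads in WT and 53 to 114 in FOXO1-GFP KO libraries. Reads of its parent Cox7b are argued against, since it reached at most 0.145% of Cox7b in WT and 5.07 to 10.9% in FOXO1-GFP KO. Transcription from the altered locus cannot be told apart from other causes, because each genotype has 1 allele and no reads were held. The 10 expressed genes within 1 Mb of Foxo1 had shifts at the 99.1 percentile of random lists, so an effect of the altered locus on its neighbours is a candidate explanation, and variants carried with the locus stay open beside it.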
